A study of Homo sapiens with 6 samples. Its data were reported in "Elevating SOX2 Downregulates MYC through a SOX2:MYC Signaling Axis and Induces a Slowly Cycling Proliferative State in Human Tumor Cells" (2022).

How the data were processed

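MYC binding was measured by chromatin immunoprecipitation followed by sequencing (ChIP-seq) in ONS76, an established human medulloblastoma cell line that carried an inducible SOX2 construct. The labels put 3 libraries in the MYC group and 3 in the group of normal IgG, a non-specific antibody used for comparison. Groups and replicate numbers were taken from the labels. One peak list per MYC library was analysed; the IgG libraries were not analysed here as samples of their own. Per the study's methods, separate immunoprecipitations from one batch of chromatin were combined, but whether each replicate was such a pool, and whether the replicates came from separate cultures, is not given in the sources used here. The SD over replicates is therefore the spread between libraries, and how much variation between cultures it holds is not known.

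According to the study's methods, reads were aligned to hg19 with Bowtie2, and peaks were called by the authors in each library by itself with MACS2 at a q-value of 0.05. The control library given to MACS2, the handling of duplicate reads and the program versions are not given in the sources used here. Each deposited peak has a position, a fold enrichment at its summit, which is a ratio over the local background with 1 added to both terms, a −log10 p-value and a −log10 q-value, and the summit's distance from the peak start. The deposited score is the integer part of 10 times the −log10 q-value. These are values of single peaks within a list; the authors did not scale them between replicates. Coordinates are in hg19, counted from 1.

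The number of fragments at each summit and its local background were recovered from the deposited fold enrichment and −log10 p-value, since the fold is the ratio of both and the p-value is the Poisson probability of more fragments than observed. A whole number of fragments that matched the −log10 p-value within 0.001 was found for 100% of the peaks in each list, against 0.759%, 0.678% and 0.688% by chance in replicates 1, 2 and 3. MACS2 uses as background the highest of a genome-wide level and the control levels in windows of the fragment length, 1000 bp and 10000 bp. The lowest background in a list was taken as its genome-wide level. All backgrounds above it fell, within 0.0005, on the steps that whole control counts give in these windows, against 6.02%, 7.20% and 8.23% by chance. Relative background is the local background divided by the genome-wide level of the same replicate. Part of the values set by the 10000 bp window also fall on the steps of the 1000 bp window and were counted there. The recovery was tested on 15000 simulated peaks, of which 100% gave back their fragment number, and the merging on 14000 simulated places, of which 100% were recovered.

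Peaks of all replicates that overlapped by at least 1 bp were merged into places, and places with peaks from at least 2 replicates were the consensus, as in the study's methods. Overlap between replicates was tested one-sided against 100 circular shifts of the second list within each chromosome (permutation test), with Benjamini-Hochberg adjustment over the 3 pairs. Agreement of fold enrichment was described by Pearson's r and Spearman's rho of log2 fold enrichment across places, without a p-value because places are not independent replicates. Values over replicates are means ± SD. The named places were fixed as the 5 found in all 3 replicates with the highest geometric mean fold enrichment; the same rule also listed PES1, CAD, MYC, MAX, SOX2, NCL, NPM1, ODC1, CDK4, LDHA, HBB, ALB and INS, which could not be placed. The 5 results run (peaks per replicate, consensus, overlap, agreement of fold enrichment, and peak strength by sharing), their tests, the named items and the settings listed first below were fixed before the data were examined. The recovered depths and backgrounds, the fold ratios and summit distances between replicates, the sharing by p-value and the values by chromosome were added afterwards.

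The genome and gene annotation used here are of hg38. In 13 chromosomes the lists hold peaks past the end of the hg38 sequence, 715 peaks in all, so the lists are not in hg38 coordinates and no position was carried between builds. For this reason 5 of the 10 planned results were not run: the promoter share, the genes nearest to consensus peaks, the E-box share at summits, the gene families bound at the promoter and the fold enrichment at promoter and distal peaks. The hg38 sequence was used only for the GC content of whole chromosomes, and the annotation only for the coding length and chromosome of SOX2.

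The other settings tried were q-value thresholds of 0.01 and 0.001, equal numbers of the strongest peaks by p-value in each list, a reciprocal overlap of 50%, summits at most 200 bp apart, a consensus of 3 of 3 replicates, leaving out each replicate in turn, and chromosomes 1 to 22 and X. A local shift of each list by 10000 to 100000 bp and fold enrichment with nothing added were chosen after the data were seen. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, statsmodels 0.14.6, matplotlib 3.10.9 and bedtools 2.31.1 were used.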

Results

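To map where MYC binds in ONS76 medulloblastoma cells, MYC was immunoprecipitated from cross-linked chromatin and the recovered DNA was sequenced. The peak lists of 3 MYC libraries were compared. The deposited lists give no read totals, and depth was read from the genome-wide background level of each list, which is the number of fragments that an even spread over the genome would place at a site. This level was 7.79 fragments in replicate 1, 5.84 in replicate 2 and 4.76 in replicate 3. With the fitted fragment lengths of 252 bp, 233 bp and 229.7 bp, replicate 1 was 1.49 times and replicate 2 was 1.21 times as deep as replicate 3. If the effective genome size was 2.7e9 bp, which is an assumption, these levels correspond to 83.3, 67.6 and 55.9 in units of 1e6 fragments. If each control count was 1 fragment, the control library behind each list was 1.45, 1.66 and 1.81 times as deep as the MYC library. Whether whole fragments or both ends of each fragment were counted in the control is not given in the sources used here. With both ends counted, the ratios would be lower and the control could be shallower than the MYC library. The control depth relative to replicate 3 was 1.19 in replicate 1 and 1.11 in replicate 2.

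The first comparison asked how many MYC peaks each replicate gave. MACS2 called 24899 peaks in replicate 1, 16809 in replicate 2 and 17298 in replicate 3, a mean of 19669 ± 4536 (SD, n = 3). The largest q-value was 0.0482, 0.0489 and 0.0489, below the stated threshold of 0.05. The mean number was 18671 when only peaks with a q-value of at most 0.001 were kept, the planned threshold that changed it most. Peaks had a median width of 499 bp, 438 bp and 437 bp and covered 15595 kb, 9190 kb and 9464 kb. Median fold enrichment, as the authors' peak caller gave it, was 4.15, 4.49 and 4.78 (mean 4.47 ± 0.315, SD, n = 3). The median summit held 44 fragments in replicate 1, 34 in replicate 2 and 30 in replicate 3. No interval was identical between any pair of lists.

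The study counted as MYC peaks those found in at least 2 replicates. Merging the lists gave 27801 places, of which 17350 had peaks from at least 2 replicates. This consensus covered 13.7 Mb with a median width of 676 bp. All 3 replicates had a peak at 12499 places, which was 72.0% of the consensus and 45.0% of all places. Another 4851 places had peaks from exactly 2 replicates. Of these, 2099 were in replicates 1 and 2, 2456 in replicates 1 and 3, and 296 in replicates 2 and 3. Replicate 1 contributed to 98.3% of the consensus. A single replicate accounted for 10451 places, and 7721 of them (73.9%) were in replicate 1 alone, against 1321 in replicate 2 alone and 1409 in replicate 3 alone. Requiring all 3 replicates was the alternative that changed the consensus most. Without replicate 1 the consensus fell to 13012 places.

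**Figure D1:**
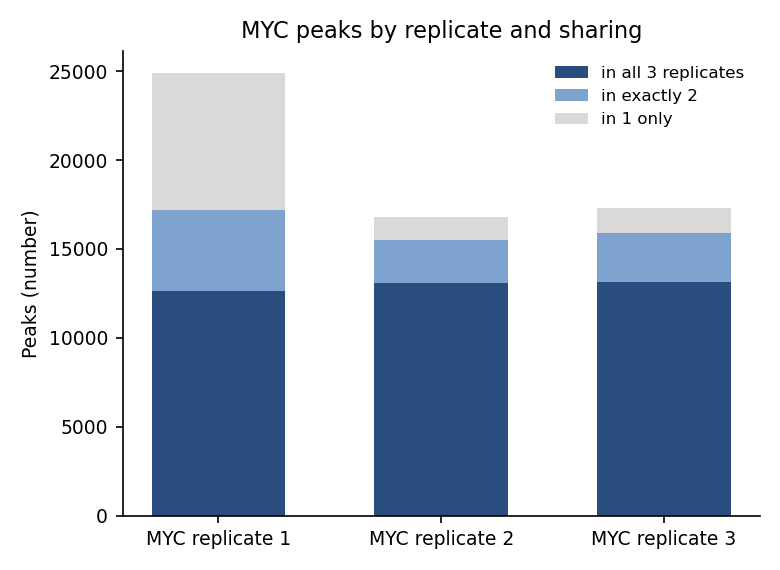
Stacked bars give the number of MYC peaks in each replicate, split by whether the place had a peak in all 3 replicates, in exactly 2 or in 1 only. Each replicate had between 12615 and 13123 peaks at places found in all 3, while 7721 peaks of replicate 1 were in no other list.

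The overlap between replicates was then set against chance. In replicates 1 and 2, 90.3% of the peaks of the shorter list overlapped a peak of the longer one, against a mean of 1.24% over 100 circular shifts. The share was 90.0% against 1.23% for replicates 1 and 3, and 78.7% against 0.843% for replicates 2 and 3. In each of the 3 pairs the observed share was above every shifted one (highest 1.55%, 1.54% and 1.05%; one-sided permutation test, p = 0.0099 and adjusted p = 0.0099, the smallest that 100 shifts can give). Circular shifts move peaks to any position of a chromosome. The test therefore does not separate shared MYC binding from other signal shared by libraries of the same cells. The mean ratio of observed to shifted overlap was 79.7 ± 11.8 (SD over 3 pairs). Of all alternatives, a reciprocal overlap of at least 50% of both peaks moved this ratio most, to 274. Of the longer list, 59.0%, 60.5% and 76.5% of peaks were shared.

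At places called in both replicates of a pair, log2 fold enrichment correlated across places with a Spearman's rho of 0.806 for replicates 1 and 2 (14598 places), 0.804 for replicates 1 and 3 (14955 places) and 0.823 for replicates 2 and 3 (12795 places). Pearson's r was 0.857, 0.857 and 0.879. The mean rho was 0.811 ± 0.0104 (SD over 3 pairs) and was lowest, at 0.799, with equal numbers of the strongest peaks. Summits of the same place lay a median of 34 bp, 35 bp and 35 bp apart, and 80.7%, 80.5% and 79.6% lay within 100 bp. The median ratio of fold enrichment was 1.13 for replicate 1 to replicate 2, 1.04 for replicate 1 to replicate 3 and 0.926 for replicate 2 to replicate 3. The order of replicates 1 and 3 depended on the value that MACS2 adds to fragments and background. With nothing added the ratio was 0.985.

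**Figure D2:**
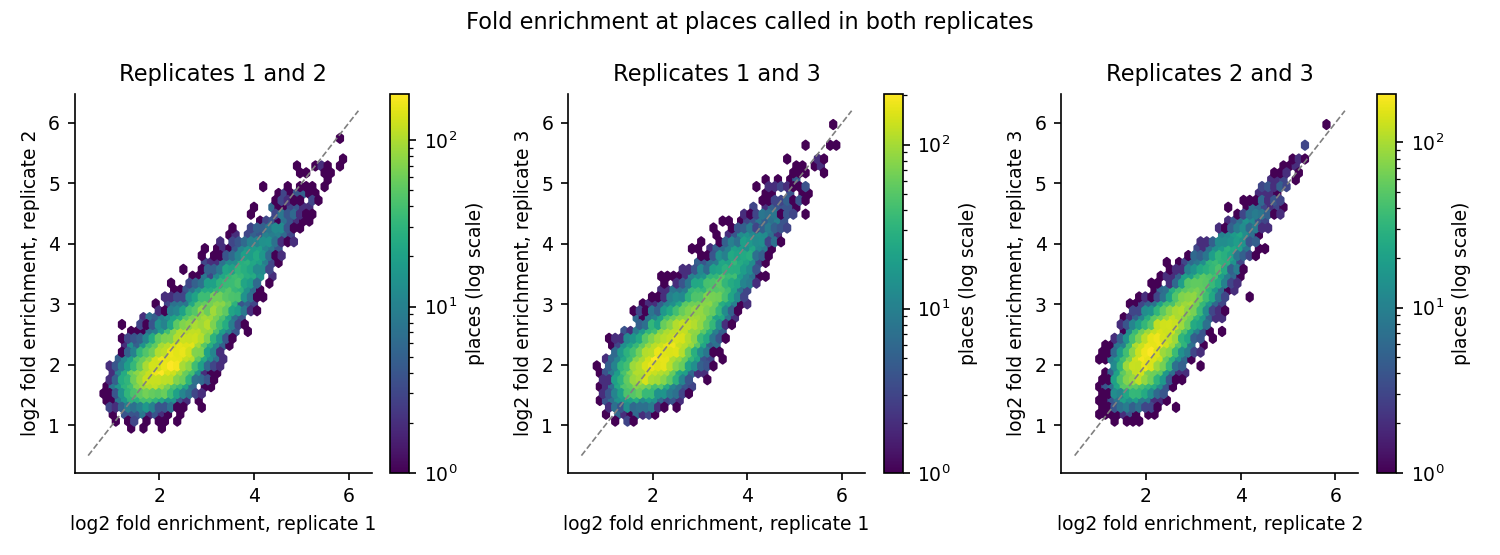
Each panel plots log2 fold enrichment at places called in both replicates of a pair, with colour for the number of places per hexagon on a log scale and a dashed line at equality. Spearman's rho was 0.806, 0.804 and 0.823 from left to right.

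The strength of peaks was compared by the number of replicates that shared them. Peaks at places found in all 3 replicates had a median fold enrichment of 5.84 in replicate 1, 4.97 in replicate 2 and 5.38 in replicate 3. The medians were 3.72, 3.58 and 3.82 at places found in exactly 2 replicates, and 3.14, 3.18 and 3.35 at places found in 1. The ratio of the first to the last was 1.86, 1.57 and 1.61, a mean of 1.68 ± 0.161 (SD, n = 3). The direction was the same in 3 of 3 replicates, and an exact two-sided sign test over 3 replicates cannot give a p below 0.25. Without replicate 1 the ratio of shared to unshared peaks was 1.47. Sharing also followed the deposited p-value. Of peaks with a −log10 p below 10, 10.3% of those in replicate 1 were at places found in all 3 replicates, against 51.03% in replicate 2 and 47.2% in replicate 3. From 20 to 30 the shares were 79.4%, 98.4% and 98.4%. At 50 or more they were 99.97%, 100% and 100%, and no such peak was confined to 1 replicate. A deeper list gives a higher −log10 p at the same enrichment. The shares in a range are therefore not of equally strong peaks in the 3 replicates.

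**Figure D3:**
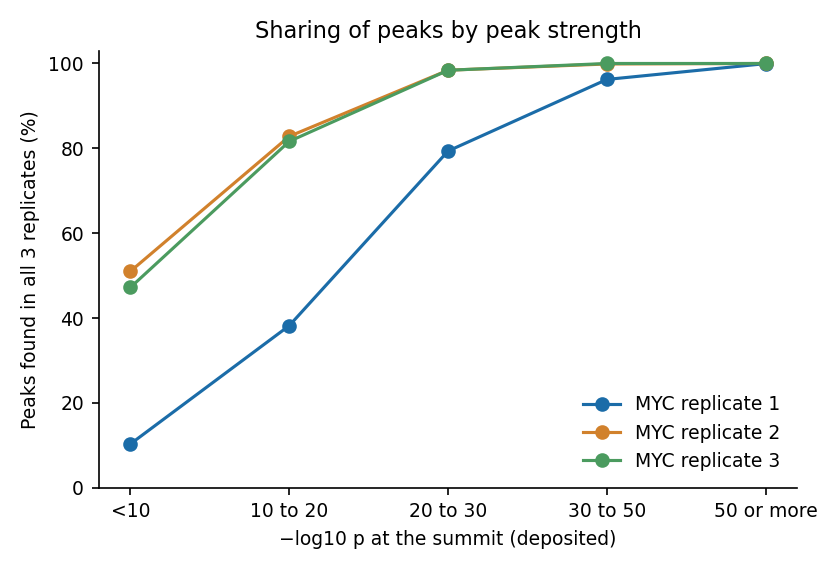
Points give the percentage of each replicate's peaks that lay at places found in all 3 replicates, by the deposited −log10 p at the summit. The share was between 10.3% and 51.03% below 10 and at least 99.97% at 50 or more.

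The 5 places with the highest geometric mean fold enrichment were on chromosomes 20, 17 and 7 (hg19). The genes and gene parts at these positions are not given, because the annotation used here is of another build. The strongest place was on chromosome 20 from 17948391 to 17950781, with a fold enrichment of 58.5 ± 5.57 (SD, n = 3) and 1173, 668 and 645 fragments at the summit in replicates 1, 2 and 3. Its 3 summits lay within 17 bp. Fold enrichment was 49.96 ± 8.37 on chromosome 17 from 61850641 to 61851822 and 48.1 ± 7.38 on chromosome 7 from 4681033 to 4682213 (SD, n = 3). It was 42.6 ± 4.97 on chromosome 7 from 99697890 to 99699975 and 42.2 ± 6.57 on chromosome 20 from 42085823 to 42087352 (SD, n = 3). Compared within each replicate, 7 of the 10 pairs of these places had the same order in all 3 replicates. The places ranked 1 and 2, 3 and 4, and 4 and 5 were in this order in 2 of 3 replicates.

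The recovered local background at a peak is the highest of the genome-wide level and the control levels in the windows, so where it is at the genome-wide level the control was at or below it. Whether MACS2 was given the IgG libraries as that control is not given in the sources used here. At 28.9%, 40.4% and 39.97% of the peaks in replicates 1, 2 and 3 the background was at the genome-wide level. The consensus held most places on chromosome 1 (2041 places, 11.8%), followed by chromosome 17 (1213), chromosome 7 (1104), chromosome 2 (1096) and chromosome 19 (1016). The median background at peaks differed between chromosomes. On chromosome 20 it was 2.07, 1.90 and 1.89 times the genome-wide level, a mean of 1.95 ± 0.103 (SD, n = 3), and 1 peak in each replicate was at the genome-wide level. The mean was 1.51 ± 0.0755 on chromosome 7 and 1.33 ± 0.0827 on chromosome 17 (SD, n = 3). On chromosome 4, in contrast, 90.8% ± 4.46 (SD, n = 3) of peaks were at the genome-wide level. Median fold enrichment was lowest on chromosome 20 among chromosomes 1 to 22 and X in each replicate, at 3.60, 3.90 and 4.24. The background is the denominator of fold enrichment, so the 2 values are not independent.

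**Figure D4:**
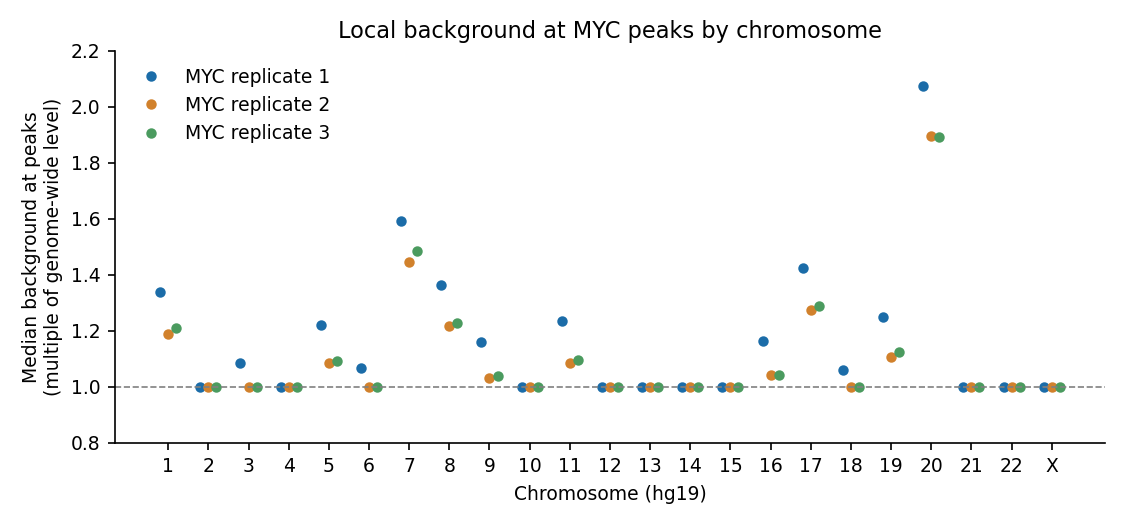
Points give, for each replicate, the median local background at MYC peaks of a chromosome as a multiple of the genome-wide level of that replicate, with a dashed line at 1. Chromosome 20 lay between 1.89 and 2.07 and chromosome 7 between 1.45 and 1.59, while chromosome 4 was at 1.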

Values the study reported

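The study reported 17,350 peaks of MYC binding in ONS76 cells. It linked them to 11,401 genes.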

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

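The local shift and the fold enrichment with nothing added were tests chosen only after the results were seen, and so were the median fold ratios between replicates under every setting. The other alternatives were planned. The consensus stayed within 1.5 times of its main number in all 10 alternatives, between 12499 and 17350 places. It was 17175 and 16638 at q-values of 0.01 and 0.001, 15487 with equal numbers of the strongest peaks, 16512 with reciprocal overlap and 17103 with near summits. Leaving out a replicate gave 13012 to 14968 places. Places in replicate 1 alone fell from 7721 to 2356 with equal numbers of peaks, where replicates 2 and 3 had 2213 and 2069.

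Overlap beyond chance kept its direction and the smallest p that the 100 shifts allow in all 10 alternatives. Its size depended on how chance was drawn: the mean ratio fell from 79.7 to 31.4 under the local shift, where 2.79% of peaks overlapped by chance. Agreement of fold enrichment moved by more than 1 SD in 1 of 10 alternatives, to 0.799 with equal numbers of the strongest peaks. The cause was not tested. The ratio of shared to unshared peak strength stayed above 1 in all 10. It was 1.47 to 1.56 when a replicate was left out, lowest without replicate 1, and places shared by 2 remaining replicates then count as shared by all.

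The median fold ratio of replicate 1 to replicate 3 at shared places reversed, from 1.04 to 0.985, with nothing added. The added value of 1 lowers the fold most in the shallowest list, since its background is smallest. The fold ratios of the other pairs kept their direction.

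No paired analysis was possible because MYC and IgG share replicate numbers but the results come from peak lists of the MYC group alone, with no test between groups. The 5 planned results that need hg19 genes or sequence, with their alternatives, were not run. Peaks called in 1 replicate held a median of 32, 24 and 22 fragments in replicates 1, 2 and 3. Absence of such a peak from a shallower list does not show absence of binding. The 1321 places in replicate 2 alone and 1409 in replicate 3 alone were missing from the deepest list, which lower depth cannot account for. Most of these peaks were weak, with a −log10 p below 10 for 1101 in replicate 2 and 1169 in replicate 3. From 10 to 20 there were 220 in replicate 2 and 239 in replicate 3. Replicate 3 had 1 more from 20 to 30. Whether chance near the calling threshold accounts for them was not tested.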

Other observations

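All tests in this part were chosen after the results were seen. The design gives no second group with peaks, so no explanation by group was tested. Gains of copies in the cells were tested only in the forms named below.

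Replicate 1 had 1.48 times as many peaks as replicate 2 and 1.44 times as many as replicate 3, and it was the deepest library. If depth were the whole cause, summit fragments divided by the genome-wide background should have a median ratio of 1 at places called in both. The ratio was 1.19 to replicate 2 and 1.07 to replicate 3, with lower bounds of 1.189 and 1.062 (95% bootstrap interval over places). At places picked by a −log10 p of at least 50 in the replicate outside the pair, so that calling in the pair does not select them, it was 1.24 and 1.10. Over the local background, which decides the calls, the ratio to replicate 2 was 1.09, and 1.11 at the picked places. Both measures argue against depth as the whole cause of the surplus over replicate 2. The ratio to replicate 3 over the local background was 0.985, and 0.995 at the picked places (95% bootstrap interval 0.982 to 1.01). All these bootstrap intervals resample places of the same libraries and hold no variation between libraries. The measures fall on different sides of 1, so these ratios do not decide whether depth was the whole cause of the surplus over replicate 3. Depth may account for part of the surplus over replicate 2. After random thinning of replicate 1 to the depth of replicate 2, peaks with a −log10 p of at least 10 fell from 17704 to 15341 ± 32.3 (SD over 100 draws), which removed 37.9% of the surplus over the 11463 of replicate 2. Thinned to the depth of replicate 3, 13556 ± 31.1 were left against 11683, which removed 68.9% of the surplus. Thinning to the background level, which is depth times fragment length, removed 51.3% and 85.9%. Fragments were known only at called summits, so summits were not chosen again and peaks were not called again after thinning. The thinned counts may therefore be too low and the shares removed too high. Thinned to the background level of replicate 3, replicate 1 kept 12530 ± 37.1 of these peaks (SD over 100 draws), still above 11683. For these peaks both thinnings argue against depth as the whole cause of the surplus over replicate 3, while the ratio over the local background does not. The remainder stays open; with 1 library each, immunoprecipitation yield, fragment length and control depth were not separated.

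Replicates 2 and 3 differed little in peak number (ratio 1.03), although replicate 3 had 0.827 times the depth of replicate 2. A candidate explanation is a stronger enrichment over background in replicate 3. The ratio of summit fragments over background, replicate 3 to replicate 2, was 1.12 at places called in both (1.11 over the local background), and also 1.12 at 3180 places picked by replicate 1, of which 99.97% were called in both.

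The local background on chromosome 20 was 1.95 ± 0.103 (SD, n = 3) times the genome-wide level. GC content was set against it: among chromosomes 16, 17, 19 and 22, which have more GC than chromosome 20 in hg38, the highest mean relative background was 1.33. Control signal at MYC sites alone was tested with backgrounds set by the 10000 bp window, whose lowest median among the 3 replicates on chromosome 20 was 1.85. A few duplicated segments were tested with 10 Mb parts, and the lowest median of any of the 7 parts of chromosome 20 in any replicate was 1.59. These values argue against each of the 3 explanations as the whole cause. The part from 20000001 to 30000000 was higher than the other 6 parts in each replicate, at 2.65, 2.38 and 2.44 against 1.59 to 2.12, so a duplicated segment there, on top of the level of the whole chromosome, stays open. Over the genome, 18 of 293 such parts were at 1.5 or more in all 3 replicates: 7 on chromosome 20, 8 on chromosome 7 between 70000001 and 160000000, 2 on chromosome 5 between 1 and 20000000, and 1 on chromosome 9. In the replicate with the lowest value, the parts on chromosome 5 were at 1.85 and 1.78, above each part of chromosome 7. The values of the parts correlated between replicates with a Spearman's rho of 0.896, 0.873 and 0.875 across parts, which are not independent, and the control libraries may come from one batch of chromatin. Extra copies of chromosome 20 and of these parts of chromosomes 5, 7 and 9 in the cells remain a hypothesis that no value here tests directly. Mappability was not tested.

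Among places found in all 3 replicates, the highest control background, by the lowest of the 3 replicates, was on chromosome 3 from 181430196 to 181431098 (hg19). It was 7.78, 5.78 and 6.03 times the genome-wide level (mean 6.53 ± 1.09, SD, n = 3), while fold enrichment was only 3.44, 3.97 and 3.91 on 211, 137 and 115 fragments. This place was singled out after its values were seen. Gain of the surrounding region was tested with the other peaks within 1 Mb, whose highest median among the 3 replicates was 1.12, far below. Another candidate source is the coding sequence of the SOX2 construct that the cells carry. The coding length of SOX2 is 954 bp and the gene is on chromosome 3, and the peak was 897 bp, 903 bp and 854 bp wide. Length and chromosome alone do not decide it, because the hg19 position of the gene was not used here, and a peak's width also depends on its fragments. This stays open, and the MYC peak called there rests on a background that is itself unusual.

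Median fold enrichment was lower on chromosomes with a higher mean relative background. The background is the denominator of fold enrichment, so a negative relation is built in, and the permutation p-values of this relation do not test against that. Across 23 chromosomes in each of 3 replicates, Pearson's r was -0.758, -0.746 and -0.741 (two-sided permutation tests, p = 3e-05, 0.00058 and 0.00034; adjusted over the 6 relations p = 0.00018, 0.00116 and 0.00102). Spearman's rho was -0.583, -0.399 and -0.562 (p = 0.00432, 0.0604 and 0.00617; adjusted p = 0.00648, 0.0604 and 0.0074). Without the 2 chromosomes farthest from the median background, r was -0.553, -0.400 and -0.402, so the relation rests in part on them. A candidate explanation is that a lower fold suffices for a call where the background is higher. It predicted that the relation would go away among peaks of at least 5-fold, and its absence predicted that the relation would stay. Neither happened: the mean rho was 0.680 ± 0.0457 (SD, n = 3), with the opposite sign, and Pearson's r was 0.443, 0.289 and 0.3002 (two-sided permutation tests, adjusted p = 0.0492, 0.184 and 0.184). Spearman's rho had adjusted p = 0.00078, 0.00208 and 0.00208 in the same permutation tests, and r without the 2 farthest chromosomes was 0.678, 0.588 and 0.572. A first reading of that value, by its p alone, would have excluded the explanation; the sign was taken into account only after the value was seen. The test therefore does not decide between this explanation and the shared denominator, and one fold limit only was tried.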
